A study of Mus musculus with 16 samples. Its data were reported in "Priming with LSD1 inhibitors promotes the persistence and antitumor effect of adoptively transferred T cells" (2024).

How the data were processed

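The data came from mouse CD8+ T cells of OT1 mice, whose T cells carry a transgenic receptor for an ovalbumin peptide. Splenic cells were activated for 48 h with antibodies to CD3 and CD28 and expanded for 3 days with IL-2. GSK2879552 (GSK), an irreversible inhibitor of the histone demethylase LSD1, was present at 0.5 μM during activation and expansion, or vehicle (Veh) was given in its place. Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out with 6 antibodies, against LSD1, H3K4me1, H3K4me2, H3K4me3, H3K27ac and RNA polymerase II (Pol II). The series holds 16 samples. Of these, 12 are ChIP libraries with 1 peak list each, and the 4 input samples were not analysed here because they carried no peak list.

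Before deposit, the authors mapped reads uniquely to mm10 with Bowtie2, removed PCR duplicates with Samtools and called peaks with MACS2 at a p-value cutoff of 0.001. The authors called peaks in each library on its own, since every peak name carries a single biological and technical replicate. The input control and the fragment length used for the calls are not stated in the methods. The LSD1 and Pol II lists are narrow peaks with a summit, and the 4 histone lists are broad regions. For each peak the authors deposited a fold enrichment, which is the ratio of ChIP pileup to local background. The authors also deposited a −log10 p and a −log10 q per peak. The score column in the deposited lists is 10 times −log10 p for LSD1 and Pol II, and 10 times −log10 q for the histone marks, cut to a whole number. The lowest −log10 p was 3.01 in the Veh LSD1 list and 3.00 in the GSK Pol II list. In the histone lists it was −log10 q that began just above 3, from 3.01 in GSK H3K4me1 to 3.03 in GSK H3K27ac, so these lists were held to a stricter level than the LSD1 and Pol II lists. The fold enrichment and significance of a peak are the authors' own values, and were used here to describe, rank or filter peaks within a list. The tests of technical explanations also set the −log10 p of peaks with equal fold beside each other across lists.

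No read numbers are part of a peak list, so depth was not computed from the files. The study states read numbers for its libraries, and these were not used to scale or shorten any list. A list grows with the number of reads behind it, both of the ChIP and of the input, so the length of a list mixes enrichment with depth. There are no replicates: each antibody and treatment has 1 library, so no spread between replicates, no test and no p-value is given. Intervals are Wilson 95% intervals for a share of peaks or regions. They cover counting error only, and neighbouring TSSs or peaks are not independent, so the intervals are too narrow as a measure of biological error.

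Coordinates are those of mm10 (GRCm38), printed with the first base counted as 1. Every peak ended within the chromosome lengths of the GRCm38.p6 reference. Promoters were windows of 1 kb on either side of each distinct transcription start site (TSS) of the curated RefSeq transcripts, which gave 31603 promoters of 26142 genes. This annotation was chosen once the reference was known and before any overlap with promoters was computed. Enhancers were built after the definition of the study: H3K4me1 and H3K4me2 peaks of both treatments were merged where they overlapped, which gave 47850 regions. Those that overlapped an H3K4me3 peak of either treatment or lay within 2.5 kb of a TSS were left out whole. The study does not state its TSS annotation or how it removed H3K4me3 peaks, so its promoters and enhancers need not be the regions used here. This left 26677 enhancers with a median width of 928 bp. A region or peak counted as overlapped at 1 bp or more.

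For each antibody, the peak numbers of GSK and Veh were set as a ratio, with an interval from the Wilson interval of the GSK share of all peaks of both lists. The share of Veh peaks overlapped by a GSK peak was set beside the mean share over 100 random placements of the GSK peaks on the same chromosomes. LSD1 retention is the share of regions with a Veh LSD1 peak that also had a GSK LSD1 peak. The net gain of a mark is the share of regions with a GSK-only peak minus the share with a Veh-only peak, in percentage points. Its interval comes from the Wilson interval of the GSK-only share among regions that changed.

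For the 3 gene lists (inhibitory receptor, effector and cytokine, memory and progenitor genes), each promoter took the highest fold of its overlapping peaks, or 0 with none. It was ranked as a percentile within its library among promoters with a peak in either treatment. A gene with several TSSs took the TSS with the highest mean rank. The median GSK minus Veh change in rank of a list was placed among 10000 random lists of the same size, matched on mean rank in 10 bins, as a description of these libraries. A median was given where at least 3 genes of a list had a peak. Promoters without a peak tie at the bottom of a ranking, so in a short list the loss of a weak peak can appear as a rise in rank.

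The genes named below were fixed by rule: Tnf, Ifng, Il2, Gzmb, Pdcd1, Entpd1, Havcr2, Slamf6 and Eomes at their TSSs, and the enhancers within 60 kb of the TSS of Slamf6, Eomes and Pdcd1. The rule also took the 3 Veh LSD1 peaks of highest −log10 p with no GSK LSD1 peak within 1 kb, and the 3 GSK peaks chosen in the same way. The groups, comparisons, gene lists and alternatives were fixed before the data were examined, except where the text says that an alternative or test was chosen later.

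Alternatives were a −log10 p of at least 5, a −log10 q of at least 2, both lists of an antibody shortened to equal length by −log10 p, and overlap of at least 50% of the shorter interval. Further alternatives were covered length, autosomes, promoters of 2.5 kb on either side, 1 TSS per protein-coding gene, enhancer peaks merged within 1 kb, windows of 1 kb around enhancer centres, and −log10 p for ranking. Where a list was shortened, enhancers were defined again from the shortened lists. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The overlap functions were tested on simulated intervals with known answers. For the rank comparison, simulated changes were placed on the Veh H3K4me3 ranks of 13437 genes. The 200 genes lowered by 2-fold were all drawn from above the median Veh fold, with slight random noise and no lost peaks. Of 20 lists of 9 lowered genes, 100% fell below the 2.5 percentile of the random lists. Of 100 lists of 9 unchanged genes, 4% fell outside the range from the 2.5 to the 97.5 percentile. The simulation does not cover genes low in a ranking, shorter lists or marks with lost peaks. Most memory and progenitor genes ranked low for H3K4me3, so the 100% does not apply to them.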

Results

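ChIP-seq peak lists of cultured CD8+ T cells were compared between GSK and Veh treatment for 6 antibodies. LSD1 removes methyl groups from H3K4me1 and H3K4me2, which mark enhancers and the flanks of promoters. H3K4me3 marks active promoters, H3K27ac marks active promoters and enhancers, and Pol II transcribes the genes. Each of the 12 groups of antibody and treatment held 1 library, so there were no replicates and no difference below was measured against a spread between replicates. The lists hold no read numbers, so depth was not computed here.

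The number of peaks per list ranged from 2751 for GSK H3K27ac to 40272 for GSK H3K4me1. In Veh cells there were 21252 LSD1 peaks, 34387 H3K4me1 peaks, 15219 H3K4me2 peaks, 15779 H3K4me3 peaks, 7410 H3K27ac peaks and 15638 Pol II peaks. In GSK cells there were 19919 LSD1 peaks, 9437 H3K4me2 peaks, 16887 H3K4me3 peaks and 15401 Pol II peaks. The median peak width was 449 bp for Veh LSD1 and 264 bp for Veh Pol II, and among the Veh histone lists it ran from 555 bp for H3K27ac to 1034 bp for H3K4me3. H3K4me1 peaks covered 34.1 Mb in Veh cells and 41.2 Mb in GSK cells, while H3K27ac peaks covered 4.85 Mb and 1.38 Mb.

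**Figure D1:**
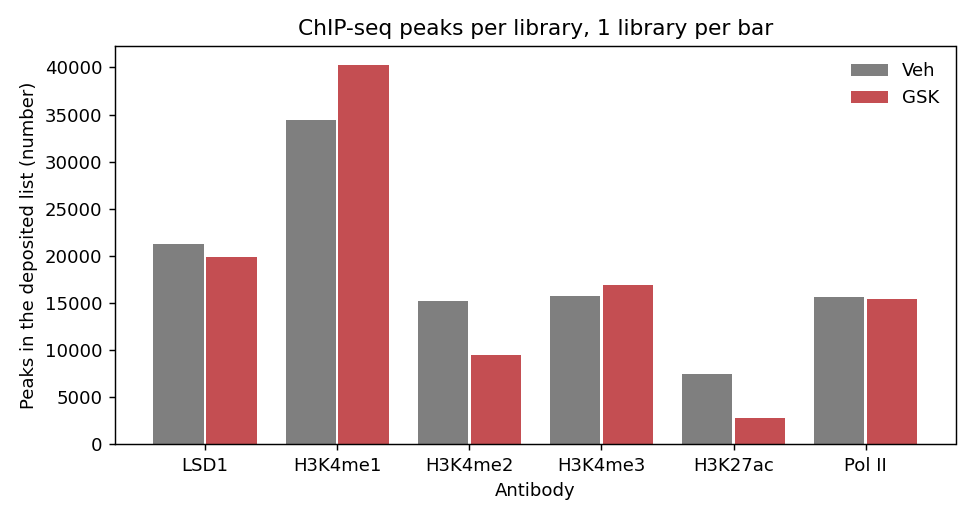
Number of peaks in each deposited list (vertical axis) by antibody (horizontal axis), with Veh in grey and GSK in red and 1 library per bar. The GSK list was shorter for H3K27ac (2751 against 7410 peaks) and H3K4me2 (9437 against 15219) and longer for H3K4me1 (40272 against 34387).

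To see how far each list changed in length with LSD1 inhibition, the GSK number was divided by the Veh number. The ratio was 0.371 for H3K27ac (95% interval 0.355 to 0.388) and 0.620 for H3K4me2 (0.604 to 0.636). For H3K4me1 it was 1.17 (1.15 to 1.19), and for H3K4me3 it was 1.07 (1.05 to 1.09). The LSD1 ratio was 0.937 (0.919 to 0.956). The Pol II ratio of 0.985 had an interval that included 1 (0.963 to 1.01). The alternative that moved a ratio most in absolute terms was a −log10 q of at least 2 for Pol II, which gave 0.778. The LSD1 ratio crossed to 1.01 when covered length took the place of peak number. These intervals hold for the numbers of peaks in a single pair of lists, and depth differs between lists in a way that peak numbers do not show.

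The lists of an antibody shared peaks far above random placement. Of the Veh H3K4me3 peaks, 97.3% (97.1 to 97.6) were overlapped by a GSK H3K4me3 peak, against 1.52% when GSK peaks were placed at random. The share was 87.8% (87.5 to 88.2) for H3K4me1, 55.3% (54.5 to 56.1) for H3K4me2, 54.6% (53.9 to 55.2) for LSD1, 39.1% (38.3 to 39.8) for Pol II and 35.2% (34.1 to 36.3) for H3K27ac. Random placement gave 3.31% for H3K4me1 and less than that for each of the other antibodies. In the opposite direction, 95% (94.1 to 95.8) of GSK H3K27ac peaks and 89.2% (88.6 to 89.8) of GSK H3K4me2 peaks overlapped a Veh peak. The shorter GSK lists of both marks therefore lay almost wholly inside the Veh lists. When both H3K27ac lists were shortened to equal length, the Veh share rose to 61.9%.

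LSD1 binding was next placed on promoters and enhancers, the comparison made by the study. In Veh cells, an LSD1 peak overlapped 11138 of 31603 promoters, or 35.2% (34.7 to 35.8), and 4672 of 26677 enhancers, or 17.5% (17.1 to 18.0). In GSK cells, it overlapped 12850 promoters, or 40.7% (40.1 to 41.2), and 3188 enhancers, or 12% (11.6 to 12.3). The promoter number depended most on the annotation. With the TSSs of GENCODE M21, an alternative chosen after seeing the data, it was 18494 of 77200.

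LSD1 was retained at most promoters and lost from most enhancers. Of the 11138 promoters with a Veh peak, 9714 also had a GSK peak, a retention of 87.2% (86.6 to 87.8). Of the 4672 enhancers with a Veh peak, 1966 had a GSK peak, a retention of 42.1% (40.7 to 43.5). The difference was 45.1 percentage points (43.6 to 46.7). As background, 15.3% of promoters without a Veh LSD1 peak had a GSK LSD1 peak, and 5.55% of such enhancers did. When the direction was turned, 75.6% (74.8 to 76.3) of GSK-bound promoters and 61.7% (60 to 63.3) of GSK-bound enhancers had a Veh peak. With Veh LSD1 peaks as the units in place of regions, chosen after seeing the data, the difference was 43.0 percentage points, the smallest of all alternatives tried.

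The same split was seen when LSD1 peaks were sorted by the position of the summit. Promoter windows held 39.7% (39.0 to 40.3) of Veh LSD1 peaks and 48.7% (48.0 to 49.4) of GSK LSD1 peaks. Introns held 26.0% (25.4 to 26.6) of Veh peaks and 21% (20.4 to 21.6) of GSK peaks, and intergenic sequence held 31.5% (30.9 to 32.2) and 26.9% (26.3 to 27.6). Of the Veh peaks, 83.6% (82.8 to 84.4) in promoters were overlapped by a GSK peak, against 34.3% (33.0 to 35.5) in introns and 34.7% (33.6 to 35.9) in intergenic sequence.

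**Figure D2:**
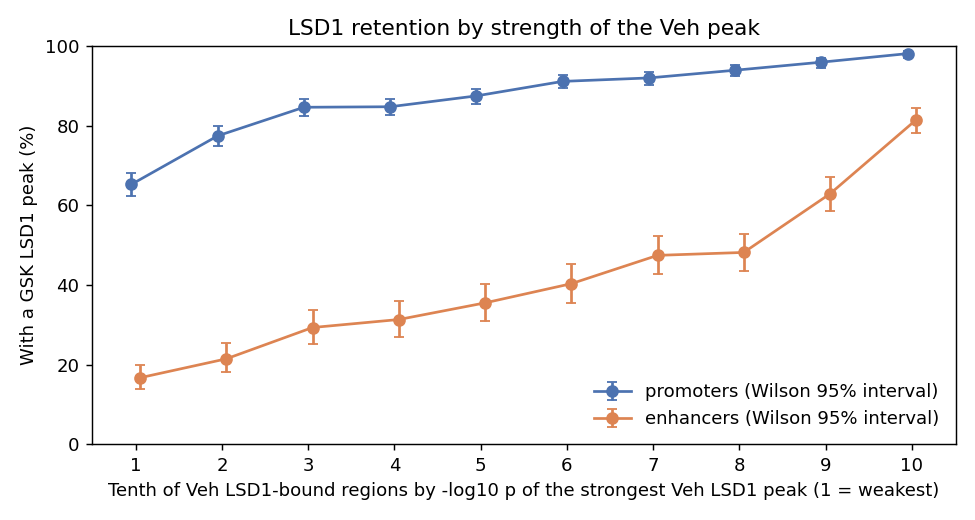
Share of Veh LSD1-bound regions that had a GSK LSD1 peak (vertical axis, %), by 10 bins of the −log10 p of the strongest Veh LSD1 peak (horizontal axis, 1 is the weakest), for promoters in blue and enhancers in orange, with Wilson 95% intervals as bars. In the weakest bin retention was 65.2% at promoters and 16.7% at enhancers, and in the strongest bin it was 98.1% and 81.5%.

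The strongest LSD1 peaks found in a single treatment were mapped. Among Veh peaks with no GSK LSD1 peak within 1 kb, the peak with the highest −log10 p lay on chromosome 11, from 77386365 to 77386815, in intron 2 of Ssh2. It had a fold of 13.6 and a −log10 p of 60.7, the rank of 82 in the Veh list. It lay in a defined enhancer with H3K4me1 in Veh cells only. The reference sequence around its summit at 77386577 was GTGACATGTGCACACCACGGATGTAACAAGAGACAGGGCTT. The next was on chromosome 10, from 21975416 to 21976616, in intron 3 of Sgk1, with a fold of 10.5 and a −log10 p of 52.9. It overlapped an H3K4me2 peak in Veh cells only, and an H3K27ac and a Pol II peak in GSK cells only. The other was on chromosome 5, from 65653764 to 65654340, in intron 10 of Pds5a, with a fold of 14.1 and a −log10 p of 51.0. It lay in an enhancer with H3K4me1 in both treatments, and its summit sequence was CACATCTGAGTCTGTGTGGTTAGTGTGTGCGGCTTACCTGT. GSK-only LSD1 peaks were weaker. The strongest had a −log10 p of 24.7 and a fold of 6.96, and lay on chromosome 2, from 166670721 to 166671312, in intron 1 of Prex1. It was followed by a peak on chromosome 17, from 23699445 to 23700392, between genes at 15994 bp upstream of the TSS of Cldn9, with a −log10 p of 22.1. The other lay on chromosome 7, from 28380988 to 28381314, at 1952 bp upstream of the TSS of Zfp36, with a −log10 p of 21.4.

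Because H3K4me1 and H3K4me2 are substrates of LSD1, their gain was measured where LSD1 had been bound. Among the 4672 enhancers with a Veh LSD1 peak, 360 had an H3K4me1 peak in GSK cells only and 108 in Veh cells only, while 4183 had it in both. The net gain was 5.39 percentage points (4.59 to 6.11). Among the 22005 enhancers without a Veh LSD1 peak, 5653 had H3K4me1 in GSK cells only and 2525 in Veh cells only, a net gain of 14.2 percentage points (13.5 to 15.0). Each enhancer was defined by a peak of H3K4me1 or H3K4me2 in either treatment, so 97.9% of all enhancers without Veh H3K4me1 had a GSK H3K4me1 peak. LSD1-bound enhancers, most of which already had H3K4me1 in Veh cells, could thus gain little, and the difference between the groups is not read as an effect of LSD1. With lists of equal length, the net gain was 0.954 at LSD1-bound enhancers and −1.79 at the others.

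At promoters with a Veh LSD1 peak, H3K4me2 was found in GSK cells only at 386 and in Veh cells only at 2468, a net change of −18.7 percentage points (−19.3 to −18.0). At promoters without a Veh LSD1 peak the net change was −6.64 percentage points (−6.89 to −6.36). H3K4me2 was found in both treatments at 5732 of the 11138 LSD1-bound promoters. Of the 20465 promoters without LSD1, it was in both at 2306 and in Veh cells only at 1579. A smaller share of these could thus lose H3K4me2, so the larger fall at LSD1-bound promoters is not read as an effect of LSD1. With lists of equal length, the value at LSD1-bound promoters changed sign to 3.53 percentage points (2.63 to 4.42), while at promoters without LSD1 it was 0.0386 percentage points (−0.313 to 0.390).

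Promoter H3K27ac was compared over all 31603 promoters. A peak was present in both treatments at 2583, in Veh cells only at 3821 and in GSK cells only at 107, a net change of −11.8 percentage points (−11.9 to −11.6). With lists of equal length it was −0.519 percentage points (−0.793 to −0.243). Over the same promoters, H3K4me2 covered 38.2% (37.7 to 38.8) in Veh cells and 27.4% (26.9 to 27.8) in GSK cells, and H3K4me1 covered 29.4% (28.9 to 29.9) and 35.7% (35.2 to 36.2). H3K4me3 covered 49.4% of promoters in Veh cells and 50.6% in GSK cells, and Pol II covered 28.2% (27.8 to 28.7) and 24.0% (23.5 to 24.5).

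**Figure D3:**
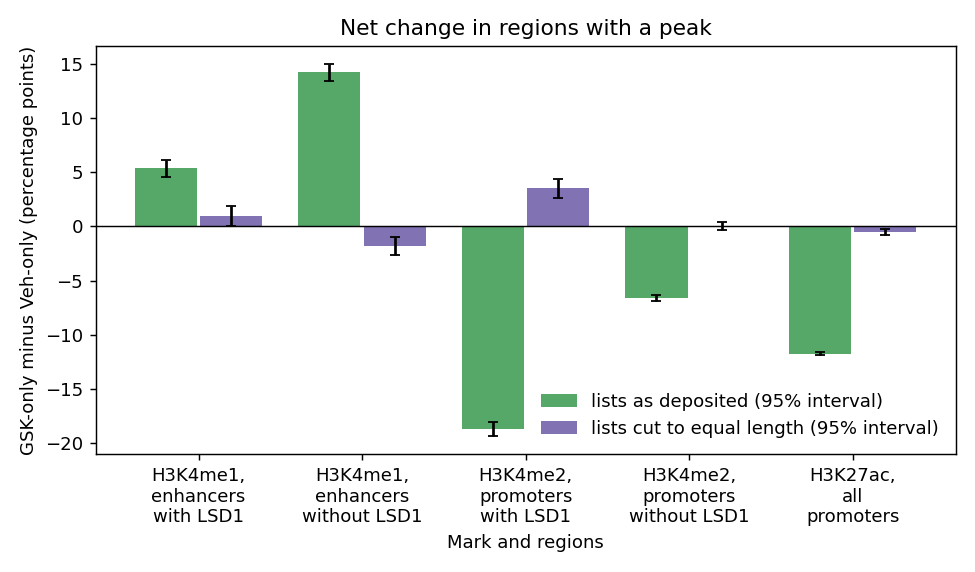
Net change, as the share of regions with a GSK-only peak minus the share with a Veh-only peak (vertical axis, percentage points), for 3 histone marks at promoters or enhancers (horizontal axis), with lists as deposited in green and lists of equal length in purple, and 95% intervals as bars. H3K4me2 at LSD1-bound promoters went from −18.7 to 3.53 percentage points and H3K4me1 at enhancers without LSD1 from 14.2 to −1.79.

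Enhancers that gained H3K4me1 were examined for the active mark H3K27ac. Of 6013 enhancers with H3K4me1 in GSK cells only, 2 had a GSK H3K27ac peak, or 0.0333% (0.00912 to 0.121). Of 17899 enhancers with H3K4me1 in both treatments, 176 had a GSK H3K27ac peak, or 0.983% (0.849 to 1.14), and 815 had a Veh one, or 4.55% (4.26 to 4.87). The GSK H3K27ac list was short, so a weak H3K27ac signal at gained enhancers could be missed in it. With lists of equal length, 3 of 3910 gained enhancers had a GSK H3K27ac peak, or 0.0767% (0.0261 to 0.225). The Veh list of that length marked 23 of 4231 enhancers that lost H3K4me1, or 0.544% (0.363 to 0.814). List length alone thus does not account for the low share at gained enhancers. New LSD1 peaks were then counted where H3K4me1 was gained at enhancers without LSD1, an association that the study described. The study described it for clusters of enhancers grouped by H3K4me1 signal, which are not the set used here. Among enhancers without a Veh LSD1 peak, 156 of 5653 with gained H3K4me1 had a GSK LSD1 peak, or 2.76% (2.36 to 3.22). Of the 16352 that did not gain H3K4me1, 1066 had a GSK LSD1 peak, or 6.52% (6.15 to 6.91). GSK LSD1 peaks were thus rarer at the gained enhancers than at the others. This order held with equal lists (3.23% against 6.70%) and within 1 kb of enhancer centres (3.80% against 7.09%). Most of the others, 13716, had H3K4me1 in both treatments. Where H3K4me1 was lost, the share with a GSK LSD1 peak was lower still, 1.35% (0.965 to 1.88).

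The promoters of 3 gene lists were then ranked within each library. For H3K4me3, the median change in rank was 0.556 percentiles for 8 inhibitory receptor genes, 0.217 for 8 effector and cytokine genes and −2.69 for 9 memory and progenitor genes. These medians stood at the 75, 87.3 and 8.87 percentiles of the random lists. All 9 memory and progenitor genes had a lower H3K4me3 rank in GSK cells, but with −log10 p as the ranking value their median was 0.106. That alternative also turned the inhibitory receptor median to −2.80, at the 3.16 percentile, and the effector and cytokine median to −0.354. For Pol II, 4 inhibitory receptor genes had a median change of −4.40 (40.6 percentile), with 2 higher and 2 lower, and 4 effector and cytokine genes had 0.870 (53.9 percentile). For 7 memory and progenitor genes the Pol II median was 18.3, equal to the upper limit of the random lists, with 5 higher and 2 lower. For LSD1, the medians were −5.28 for 5 inhibitory receptor genes, −22.1 for 7 effector and cytokine genes and −13.2 for 7 memory and progenitor genes, at the 21.3, 6.75 and 14.6 percentiles. For H3K4me2 they were −4.06, −9.55 and 25.3, at the 23.9, 22.3 and 96.3 percentiles. H3K27ac gave 36.3 for 3 inhibitory receptor genes (96.3 percentile) and 37.0 for 4 effector and cytokine genes (95.9 percentile). Ranked by −log10 p, the latter was −11.1 (36.0 percentile). Those H3K27ac values are limited by ties, since a promoter with no GSK peak held a rank of 29.4, and only 2 memory and progenitor genes had an H3K27ac peak. Apart from the Pol II median of the memory and progenitor genes, which lay at the limit, each median stayed within the central 95% of its random lists.

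Single promoters showed which peaks were called. At Pdcd1 (chromosome 1, TSS at 94052553, minus strand), a Pol II peak with a fold of 6.04 was called in Veh cells and none in GSK cells. The H3K4me3 peak at Pdcd1 was called in both, with a fold of 6.07 in Veh cells and 6.43 in GSK cells, at the 57.5 and 63.0 percentiles of their own lists. Its −log10 p was lower in GSK cells, 19.4 against 27.1, and it ran from 94052066 to 94052733 in GSK cells and from 94051622 to 94052617 in Veh cells. Entpd1 had H3K4me3 peaks in both treatments at each TSS, with no Pol II peak. At its TSS at 40612366 on chromosome 19, the H3K4me3 fold was at the 98.1 percentile of the Veh list and the 93.9 percentile of the GSK list. Havcr2 had an LSD1 peak in Veh cells only. At Tnf (chromosome 17, TSS at 35202007, minus strand), a Pol II peak was called in both treatments, at the 99.3 and 99.7 percentiles of fold, and an H3K27ac peak was called in Veh cells only. Ifng had LSD1, H3K4me1 and H3K4me3 peaks in both, with the LSD1 fold at the 81.0 percentile in Veh cells and the 19 percentile in GSK cells. Gzmb carried LSD1, H3K4me1, H3K4me3, H3K27ac and Pol II peaks in both treatments. No peak of any antibody was called at the Il2 promoter, and the lists hold only peaks above their cutoffs. Eomes had LSD1, H3K4me3 and Pol II peaks in both treatments, and H3K4me2 and H3K27ac in Veh cells only. The Veh-only H3K27ac peaks at Tnf and Eomes had folds of 3.04 and 3.21. At folds from 3 to 3.5 the Veh list held 1319 H3K27ac peaks and the GSK list 57. The Eomes peak had a −log10 p of 6.36, below the lowest of the GSK list, 6.47. No loss of H3K27ac is therefore read at these promoters.

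At Slamf6 (chromosome 1, TSS at 171917462, plus strand), H3K4me3 was called in both treatments. Its fold was at the 10.0 percentile in Veh cells and the 4.18 percentile in GSK cells. Its −log10 p was slightly higher in GSK cells, 35.3 against 34.3. The peak ran from 171917500 to 171919931 in GSK cells and from 171917531 to 171919701 in Veh cells. A Pol II peak was called at its promoter in GSK cells only, with a fold of 3.00, and no H3K27ac peak was called there in either. Of the 5 enhancers within 60 kb, the farthest lay 49.7 kb downstream of the TSS, in intergenic sequence from 171966263 to 171968085. It had H3K4me1 in both treatments, and LSD1 and H3K27ac in Veh cells only. The H3K27ac peak had a fold of 3.42. At folds from 3 to 3.5 the GSK list held 57 H3K27ac peaks against 1319 in the Veh list, so no loss of H3K27ac is read here. The enhancers at 12.5 kb upstream and 38.0 kb downstream had H3K4me1 in GSK cells only. Near Eomes, 5 of 9 enhancers had H3K4me1 in GSK cells only and 1 in Veh cells only. The Eomes enhancer 27.2 kb upstream (chromosome 9, from 118450414 to 118451647) had a Veh LSD1 peak, no GSK LSD1 peak and H3K4me1 in GSK cells only. Pdcd1 had 2 enhancers within 60 kb: that at 39.3 kb upstream had H3K4me1 in both treatments, and that at 4.89 kb downstream, in an intron of Pdcd1, in Veh cells only.

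**Figure D4:**
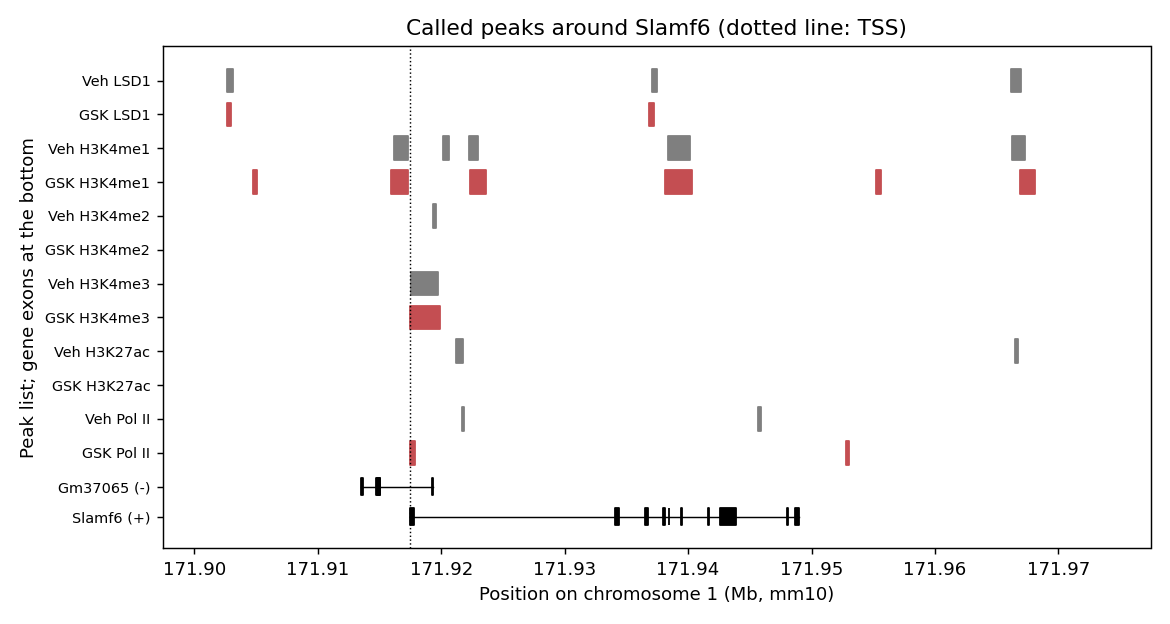
Called peaks of the 12 lists (rows, Veh in grey and GSK in red) around Slamf6 on chromosome 1 (horizontal axis, position in Mb of mm10), with exons of annotated genes in black and the Slamf6 TSS at 171917462 as a dotted line. The enhancer from 171966263 to 171968085, at the right, had LSD1 and H3K27ac peaks in Veh cells only. The GSK H3K27ac list held few peaks of so low a fold, so no loss of H3K27ac is read here.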

Values the study reported

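For Veh-treated cells, the study gave 5,121 of 30,664 promoters as bound by LSD1. Among the enhancers it defined, 5,932 of 36,976 carried an LSD1 peak in the same cells.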

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

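Alternatives were tried for 37 values, in 116 comparisons. Of these, 65 kept the value within its interval, within 1.5 times the number for a count, or within the range of the random lists. These 65 include 8 list medians that changed sign within that range. Of the 65, 3 come from a −log10 p of at least 5 on histone lists alone and say nothing about stability, since that level removed at most 5 peaks. In 43 the value moved, in 3 a value whose interval left out no change turned around, and in 5 a gene list passed the range of the random lists. The alternatives of −log10 q of at least 3, GENCODE TSSs and peaks as units were chosen only after the data had been seen. No paired analysis was possible because each antibody and treatment has 1 library, so a pair of libraries gives a single difference, and no result comes from a test.

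The lower LSD1 retention at enhancers kept its direction under every alternative tried. In the turned direction, the order of promoters and enhancers changed with LSD1 peaks of −log10 q of at least 3. A Veh peak was then found at 64.0% (63.1 to 64.9) of GSK-bound promoters and 65.9% (63.8 to 68.0) of GSK-bound enhancers. The difference between promoters and enhancers moved beyond its interval to 43.2 percentage points with equal lists, 43.5 with LSD1 peaks of −log10 q of at least 3 and 43.0 with Veh LSD1 peaks as units. Retention at promoters was 87.9% with equal lists, 88.1% with protein-coding genes, 84.1% with −log10 q of at least 3 and 86.4% with GENCODE TSSs. Retention at enhancers was 44.8% with equal lists and 40.6% with −log10 q of at least 3. The number of promoters with a Veh LSD1 peak rose to 18494 with GENCODE TSSs because more windows were counted, 77200 in place of 31603.

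The net gains of marks depended on the length of the lists. With equal lists the net H3K4me1 gain fell to 0.954 percentage points at LSD1-bound enhancers and turned to −1.79 at those without LSD1. Net H3K4me2 change at LSD1-bound promoters turned to 3.53 and net H3K27ac change at promoters shrank to −0.519. The construction of this alternative shows the cause: it removes the difference in list length, and with it any true global change in a mark. At 50% overlap, H3K4me2 was −16.1 and H3K27ac −11.3. In windows of 2.5 kb they were −21.2 and −12.7, and with protein-coding genes H3K27ac was −12.9. Within 1 kb of enhancer centres the H3K4me1 gain at LSD1-bound enhancers was 6.37. The cause of these shifts was not tested.

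The share of gained enhancers with H3K27ac was 0.764% within 1 kb of enhancer centres, and stayed below the 1.61% at enhancers with H3K4me1 in both under the same alternative. The share with a GSK LSD1 peak was 1.69% at −log10 p of at least 5, 3.23% with equal lists and 3.80% within 1 kb of centres. The cause was not tested.

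A −log10 p of at least 5 removed 5 peaks from the GSK H3K4me1 list and 0 from each other histone list, and a −log10 q of at least 2 removed 0 from each. Both are therefore void for histone lists as a stricter level, and the net H3K27ac change is not counted among the comparisons under them. The LSD1 ratio of peak numbers was 0.971 at −log10 p of at least 5 and 0.971 at −log10 q of at least 2. The Pol II ratio was 0.886 and 0.778. With covered length the ratios were 1.01 for LSD1, on the other side of 1, 1.21 for H3K4me1, 0.540 for H3K4me2, 1.04 for H3K4me3, 0.284 for H3K27ac and 0.953 for Pol II. The cause was not tested. No ratio moved with autosomes only.

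The share of Veh peaks overlapped by GSK peaks rose at −log10 p of at least 5 to 61.3% for LSD1 and 59.2% for Pol II. With equal lists it was 57.4% for LSD1, 80.8% for H3K4me1, 70.8% for H3K4me2, 94.9% for H3K4me3 and 61.9% for H3K27ac. At 50% overlap it was 51.9% for LSD1, 85.3% for H3K4me1, 53.2% for H3K4me2, 97.0% for H3K4me3 and 37.6% for Pol II.

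Of the 28 list medians computed again, 8 changed sign. Ranked by −log10 p, the H3K4me3 medians were −2.80 for inhibitory receptor, −0.354 for effector and cytokine and 0.106 for memory and progenitor genes. The effector and cytokine medians were −11.1 for H3K27ac, −1.50 for Pol II and 2.04 for H3K4me2. In windows of 2.5 kb, H3K4me2 gave 1.76 for effector and cytokine genes and LSD1 gave 0.243 for inhibitory receptor genes. Ranking by −log10 p took the memory and progenitor genes past the random lists for Pol II (18.3), which already lay at their limit, and the effector and cytokine genes for LSD1 (−31.2). Windows of 2.5 kb did so for the memory and progenitor genes for Pol II (17.6) and H3K4me2 (19.1), and for the effector and cytokine genes for LSD1 (−27.4), which lay at the limit, the 2.5 percentile. The cause was not tested, and with 3 to 9 genes per list a median rests on few promoters.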

Other observations

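The tests of depth, of both directions of retention, of the regions shared by all lists and of the mirror comparison were chosen only after the result was seen, and so were the criteria by which the depth and GFI1 tests are read. The tests of peak strength, GC content and the GFI1 motif were themselves set down before their results were seen.

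The number of promoters with a Veh LSD1 peak was 11138 here. That is higher than the value quoted from the study above. The number of enhancers with a Veh LSD1 peak, 4672 of 26677, was lower than the quoted value, from a smaller set of enhancers.

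The loss of LSD1 from enhancers was set against technical explanations. Weaker Veh peaks at enhancers would close the gap to promoters within bins of equal −log10 p. The median −log10 p was 7.48 in both kinds of region, and within 10 bins the gap was 44.5 percentage points (43.1 to 46.0), which argues against this explanation. Promoters and enhancers differed in GC content, with medians of 63.1% and 48.9% around the summit. Within 10 bins of GC content the gap shrank to 34.4 percentage points (32.3 to 36.5), and within 5 bins of each measure combined it was 35.5 (33.5 to 37.5). GC content may account for part of the gap and the remainder argues against it as the whole cause. Symmetric noise between both lists would give the same retention in each direction. At enhancers the share of GSK-bound regions found in Veh cells was 19.6 percentage points higher than the share in the other direction. At promoters the order was the opposite, by 11.6 percentage points. Both directions count the same regions bound in both treatments. These differences thus restate the numbers of bound regions in each list and add no separate evidence. At equal fold, the −log10 p of GSK LSD1 peaks was 0.937 times that of Veh peaks, and lower in 16 of 16 bins. Scaling the Veh list by this ratio would leave 0.983 of its peaks. Lower depth by itself would not raise the number of bound promoters from 11138 to 12850. A difference between the pair of immunoprecipitations, such as more background at open promoters in the GSK library, stays open and was not tested, since there is no replicate. A selective loss of LSD1 from enhancers under GSK also stays open as a hypothesis.

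A candidate explanation for such a loss is release of LSD1 from the repressor GFI1, which binds DNA through a known consensus. The strings AATCACAG and AATCACTG were searched on both strands within 100 bp of the summit of Veh LSD1 peaks in enhancers. They were found in 72 of 2876 lost peaks, or 2.5% (1.99 to 3.14), and in 50 of 1920 kept peaks, or 2.60% (1.98 to 3.42). In GSK-only peaks in enhancers they were found in 1.34% (0.851 to 2.11). The reversed strings, as a control, were found in 0.661%, 0.625% and 0.746%. Among Veh peaks the motif was thus more frequent than its control in both sets and no more frequent in lost peaks. No preferred loss at exact motif sites was therefore seen. With the strings in 72 of 2876 lost peaks, exact sites could not be the whole cause, whatever this comparison gave. A small excess in lost peaks stays within these intervals. This test was at first left undecided, and was read as an argument against preferred loss at exact motif sites only after its values were seen. Looser matches were not searched. The RUNX string TGTGGTTT was found in 9.11% (8.11 to 10.2) of lost peaks, 11.2% (9.86 to 12.7) of kept peaks and 5.0% (3.95 to 6.30) of GSK-only peaks in enhancers. Its reversed string was found in 1.01%, 1.25% and 0.298%. The ETS string ACCGGAAG was found in 0.730%, 1.20% and 0.597% of these sets, no more than its reversed string (0.834%, 0.573% and 1.19%) in 2 of the 3. The RUNX and ETS strings were searched beside GFI1 with no prediction written for them. LSD1 peaks seen only in GSK cells therefore had fewer RUNX strings than those seen in Veh cells. The reversed string was also less frequent in them, in 4 of 1341 peaks, so a fall particular to RUNX is not shown. No explanation of this was tested.

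The shorter GSK H3K27ac list is consistent with lower depth behind it, from the ChIP or its input. At equal fold, the −log10 p of a peak grows with the number of reads, so it served as an indirect measure of depth. Over 8 bins of fold, the median ratio of GSK to Veh −log10 p was 0.634 for H3K27ac, and it was lower in GSK in 7 of the 8. In a comparison of sizes, scaling the Veh −log10 p by this ratio and keeping peaks at or above the lowest GSK −log10 p would leave a list 0.409 times as long, near the observed 0.371. For H3K4me2 the ratio was 0.919, which would leave 0.925 of the list against 0.620 observed. For H3K4me1 it was 1.07, which would lengthen the list by a factor of 1.03 against 1.17 observed. The first criterion asked that every bin lie on the side that depth needs. H3K4me2 (lower in 10 of 10 bins) and H3K4me1 (lower in 0 of 11) met it, and H3K27ac did not. It was replaced, after these values were seen, by the comparison of sizes, which asks that scaling give at least 75% of the change in length. The reading for all 3 marks turned around with this change, so it rests on the choice of criterion. By the comparison of sizes, the ratio for H3K4me2 and H3K4me1 goes in the needed direction but falls short in size. Peaks near the cutoff are missing from both lists and bias the ratio toward 1. For H3K4me2 it was 0.987 in the lowest bin of fold. In its bins of fold from 6 to 8, far above the cutoff, it still ran from 0.890 to 0.934. This bias therefore does not account for the H3K4me2 shortfall. Depth and a true change cannot be told apart for these marks by this ratio, which reflects more than depth. This ratio did not track list length for every antibody: it was 1.20 for Pol II and 0.932 for H3K4me3, while their lists were 0.985 and 1.07 times as long in GSK cells. It is not a measure of depth alone. The read numbers that the study states differ between treatments in the same direction as this ratio for each antibody except H3K4me3, where they go the opposite way. Their difference is largest for H3K27ac, where the GSK library has far fewer reads than the Veh library. For H3K4me2 and H3K4me1, the stated read numbers also differ between treatments by more than this ratio does. The shortfall in size therefore does not show that depth is too small to explain the H3K4me2 and H3K4me1 lists. These read numbers are not part of the lists and were not used in these tests. A true decrease in H3K27ac under GSK stays open. The strongest 20% of Veh H3K27ac peaks were overlapped by a GSK peak in 70.2% (67.9 to 72.5), and the weakest 20% in 7.62% (6.38 to 9.09).

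The overlap of the Pol II lists differed with peak strength. The strongest 20% of Veh Pol II peaks were overlapped in GSK cells in 92.9% (91.9 to 93.8) and the weakest 20% in 2.88% (2.35 to 3.52). For LSD1 the shares were 83.3% (82.2 to 84.4) and 18.7% (17.5 to 19.9). No biological explanation was tested.

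GSK LSD1 peaks were rarer at enhancers that gained H3K4me1 than at the others. A possible explanation is that enhancers called in a single treatment are weak and carry few LSD1 peaks of any kind. The mirror comparison took enhancers without a GSK LSD1 peak. A Veh LSD1 peak was found at 3.26% (2.64 to 4.02) of those with H3K4me1 in Veh cells only, against 15.7% (15.1 to 16.2) of those with H3K4me1 in both. The low share thus appears in both directions, as this explanation needs. Within enhancers without a Veh LSD1 peak, GSK LSD1 peaks were more frequent where H3K4me1 was gained, 2.76% (2.36 to 3.22), than where it was lost, 1.35% (0.965 to 1.88). Veh LSD1 peaks at enhancers without a GSK LSD1 peak went the same way. They were found at 4.50% (3.99 to 5.07) where H3K4me1 was gained, against the 3.26% where it was lost. These intervals overlapped slightly. At −log10 p of at least 5 they separated, 3.21% (2.79 to 3.69) against 2.04% (1.57 to 2.66). They also separated with −log10 q of at least 3, GENCODE TSSs or the stricter overlap. With equal lists they overlapped, 4.56% (3.94 to 5.28) against 4.05% (3.49 to 4.70). The same held for peaks merged within 1 kb and windows around enhancer centres. A higher share at gained enhancers was thus not seen for GSK LSD1 peaks alone. A link between gained H3K4me1 and new LSD1 binding is not decided by these shares and stays open.

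Peaks of all 12 lists met in 219 merged regions, of which 54 lay more than 2.5 kb from any TSS. On chromosome 9, the regions from 3023439 to 3025945 and from 3000432 to 3004686 were in the top 1% by −log10 p in each of the 12 lists. A mapping or copy-number artifact would put such regions near the top of each list whatever the antibody. Over the 54 regions the median percentile ran from 33.8 in Veh H3K4me3 to 92.1 in Veh H3K4me1. Artifact and active chromatin cannot be told apart for this set, because the set is mixed. Beside the 2 regions on chromosome 9, others ranked as low as the 0.276 percentile of a list, and the set had medians of 66.8 in GSK H3K4me2 and 66.5 in GSK H3K27ac. No region was removed from any list here.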
